A study of Mus musculus with 32 samples. Its data were reported in "Nuclear ADP-ribosylation drives IFNγ-dependent STAT1α enhancer formation in macrophages" (2021).

How the data were processed

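ChIP-seq of STAT1 was carried out by the authors in 4 iBMDM lines, untreated or treated with IFNγ, with input DNA for each immunoprecipitation. Groups were taken from the sample labels, which give 2 replicates of ChIP and of input for each of the 8 conditions. Per the methods, the authors aligned reads with Bowtie to the mouse genome (build mm10 in the submitters' processing notes, which also name bedtools), kept uniquely mapped reads of good quality with Samtools and Picard, called peaks with MACS at a relaxed threshold in each replicate against input, and kept as final peaks those that overlapped between replicates. Each deposited file was such a final list for 1 condition, so replicates were already combined, and relaxed calling lets weak peaks in wherever both replicates carry them. Tool versions are not printed here, since the sources used do not tie them to single files.

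For each peak the deposited lists give a score, a display value that the authors' pipeline scaled from the peak's significance within that list. The fold enrichment, a ratio of ChIP signal over the input-derived background, was likewise computed by the authors. Significance is deposited as −log10 of the p-value and −log10 of the q-value. A further column gives the summit as an offset from the peak start, and the number in each peak's name was read as its place among the caller's candidates, a reading that the sources used here do not state. No read counts are in the lists, so depth per library is unknown. A longer or deeper library gives a longer list, and peak numbers are therefore not free of depth. Input samples had no separate list and were not used on their own, and 0 columns of other samples were present.

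Overlaps were counted as peaks of a list sharing at least 1 bp with a peak of another, with 95% Wilson intervals. They were tested against 1000 random placements of the same peaks within their chromosomes, one-sided for overlap and two-sided for genomic features. Random positions may fall in gaps and repeats where no peak can be called, so random values are somewhat too low. Motifs were fixed sequences searched on both strands in 200 bp around the summit, for 12 motifs of which 2 were shuffled controls. Their shares were compared with those in flanking windows centred 2 kb away by two-sided Fisher's exact tests, adjusted by Benjamini-Hochberg over the lists and motifs. Between exclusive peak sets the adjustment was over the 12 motifs. Genes and transcription starts came from the reference annotation of the same assembly. A promoter peak had its centre within 1 kb of any annotated start, and a gene was counted as bound with a peak centre within 20 kb of its starts.

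The 13 fixed gene lists, 3 of them controls, held 291 symbols, of which 4 had no match (Gbp11, Cxcl11, Mx2 and Rigi). The number of bound members was placed among 10000 random lists of protein-coding genes matched on gene density within 100 kb, with the 97.5th percentile as the threshold. Pairs of IFNγ lists were compared per gene list by exact McNemar tests, adjusted over the lists. Neighbouring members that share a peak, such as Tap1, Tap2, Psmb8 and Psmb9, were each counted. Random lists were not matched on such clustering, so percentiles and McNemar p-values can be too extreme for clustered groups.

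Genes were named by a rule fixed before the data were examined. It took the 4 highest-scoring bound members of each list in shStat1/Wt after IFNγ, up to 10 list members per direction bound in shStat1/Wt and not in a mutant or the reverse, the 5 highest-scoring exclusive peaks per direction with their nearest protein-coding gene, and Stat1, Irf1, Socs1, Socs3, Gbp2, Ccl7, Ccl12, Nos2 and Cd274. Other names in the text, such as list members without a peak, genes bound in both states and genes exclusive to 1 list beyond that number, were chosen after their values were seen. Score ranks include peaks of low fold and very high significance, which are described where they occur.

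The gene lists, motifs, tests and most alternatives were fixed before the data were examined. The alternatives were other overlap definitions, only the peaks above the median enrichment of each list (above-median peaks), lists of equal length, other motif windows, stricter motifs, a GC-matched background (within 5 percentage points), other gene and promoter windows, merging of peaks within 500 bp, autosomes and X only, and leaving out regions of the untreated lists. A q-value threshold of 0.01, the motif comparison of shCon/GFP with shStat1/Wt, the pooled McNemar tests, the quintiles by enrichment and the regions merged over lists were added after the data were seen.

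Overlap, motif and gene list steps were tested on simulated data. For the comparison of IFNγ lists of shStat1/Wt size, with 3126 simulated peaks, all 300 planted shared peaks were found (302 observed, 4.43 expected at random), and 0 of 100 pairs of unrelated lists passed. In the motif search, 1182 of 1182 windows with a planted GAS and 1144 of 1144 with an ISRE on the other strand were found. Of 200 random gene lists of 20, 6 exceeded the 97.5th percentile, and a planted list with 10 bound members was found. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9, and the genome was indexed with samtools 1.23.1.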

Results

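STAT1 binding was mapped by chromatin immunoprecipitation followed by sequencing (ChIP-seq) in immortalized bone marrow-derived macrophages (iBMDMs), a mouse macrophage line. STAT1 is the transcription factor that interferon-γ (IFNγ) activates through the JAK kinases, and its dimers bind a palindromic element called GAS. The 4 lines compared were shCon/GFP, which kept its endogenous STAT1, and 3 lines in which a hairpin depleted endogenous STAT1 and doxycycline induced a Flag-tagged STAT1α. The induced protein was wild-type in shStat1/Wt, changed at a pair of glutamates of the DNA-binding domain in shStat1/DBDmut, and changed at an aspartate of the transactivation domain in shStat1/TAmut. These residues are sites at which PARP-1 attaches ADP-ribose, so the comparisons ask where STAT1 binds when either site is lost. Cells were untreated or received IFNγ at 100 ng/mL for 1 h, after 24 h of doxycycline at 1 µg/mL.

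The 32 libraries, 16 of ChIP and 16 of input DNA, made 2 biological replicates per condition. The files used here held 1 list per condition, of peaks found in both replicates, so the spread between replicates could not be measured and the read depth is unknown. The 8 lists are therefore described with 95% Wilson intervals over peaks, and every test below compares peak lists or sequences, not replicated conditions. Fold enrichment over input is the authors' value for each peak and serves here only to describe and rank peaks within a list, so values of different lists stand side by side without a test. Coordinates are in the mm10 build.

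After IFNγ, STAT1 peaks lay at many but not all genes of the interferon response, and most of the bound genes had no peak in untreated cells. Of the 199 genes in the gene lists other than the controls, 87 had a peak in all 4 IFNγ lists and 62 in none. Irf1, a transcription factor that relays the IFNγ signal, had a peak of 13.1- to 35.3-fold enrichment in the 4 IFNγ lists. Socs1 and Socs3, which shut off JAK-STAT signalling, had peaks of 18.3- to 24.4-fold and 10.2- to 18.2-fold. Gbp2, a GTPase that attacks the vacuoles of intracellular pathogens, had 8.31- to 11.6-fold peaks, and Cd274, which encodes the T-cell inhibitor PD-L1, had 11.7- to 15.3-fold peaks. The monocyte-attracting chemokine genes Ccl7 and Ccl12 had peaks of 5.53- to 9.31-fold and 11.3- to 17.3-fold. None of these 7 genes had a peak within 20 kb in any of the untreated lists.

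Stat1 itself was bound before and after IFNγ. Its peak on chromosome 1, at 52113594 to 52114192 in shStat1/Wt, lay 5528 bp upstream of the Stat1 transcription start and within 1 kb of another annotated start. The peak summit was near the GAS sequence TTCCCAGAA at 52113882 to 52113890 and an interferon-stimulated response element (ISRE), the site of IRF and STAT1-STAT2-IRF9 complexes, with the sequence TTTCGATTTC at 52113838 to 52113847. Fold enrichment of this peak was 26.2 in shCon/GFP, 27.4 in shStat1/Wt, 39.1 in shStat1/DBDmut and 47.2 in shStat1/TAmut after IFNγ. In untreated cells it was 6.12, 4.27 and 4.72 in the first 3 of these lines, and the untreated shStat1/TAmut list held no peak there. Nos2, the inducible nitric oxide synthase gene, had no peak within 20 kb of a transcription start in any list.

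Every line had more STAT1 peaks after IFNγ. The numbers went from 800 to 2360 in shCon/GFP, from 1045 to 3127 in shStat1/Wt, from 906 to 3416 in shStat1/DBDmut and from 1125 to 4012 in shStat1/TAmut, ratios of 2.95, 2.99, 3.77 and 3.57. Covered sequence rose with them, from between 371 and 489 kb to between 1030 and 1814 kb, while the median peak width stayed between 397 and 475 bp. The median enrichment within a list was 2.87- to 3.01-fold in untreated lists and 3.40- to 4.37-fold in IFNγ lists, and peaks of at least 5-fold made up 0.533 to 3.13% and 23.9 to 38.9%. Restricting every list to peaks with a q-value of at most 0.01, a choice made after the data were seen, gave ratios of 4.70, 6.58, 6.63 and 7.62.

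The untreated and IFNγ lists of a line had few peaks in common. In shCon/GFP, 60 of the 800 untreated peaks overlapped an IFNγ peak (7.50%, 5.87 to 9.54), against a mean of 0.715 for random placements. The share was 4.02% (2.99 to 5.39) in shStat1/Wt, 6.95% (5.47 to 8.80) in shStat1/DBDmut and 3.20% (2.32 to 4.40) in shStat1/TAmut. Each overlap exceeded all 1000 random placements (one-sided permutation p = 0.001, the smallest possible). With the stricter q-value, these shares were 12.5, 8.41, 12.6 and 7.58%. Regions bound in both states included, besides Stat1, the promoter of Irf9, which completes the ISRE-binding complex, with 3.68- to 7.53-fold peaks in the 4 untreated lists. Oas2, an antiviral enzyme activated by double-stranded RNA, had untreated peaks in shCon/GFP and shStat1/DBDmut only (3.42- and 4.50-fold), and Rnf213, a large ubiquitin ligase, in shStat1/DBDmut only (4.68-fold).

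The GAS element separated IFNγ peaks from untreated peaks. The sequence TTCNNNGAA lay within 100 bp of the summit in 35.5% (33.6 to 37.5) of shCon/GFP, 45.3% (43.5 to 47.0) of shStat1/Wt, 39.0% (37.4 to 40.7) of shStat1/DBDmut and 38.0% (36.6 to 39.6) of shStat1/TAmut IFNγ peaks. That was 5.55 to 8.11 times the share in flanking sequence 2 kb away (Fisher's exact test, p = 5.15e-205 in shCon/GFP and smaller in the other lines). The ratios depended on the setting, at 8.97 to 12.7 in 100 bp windows, 2.97 to 3.75 in 500 bp windows and 18.9 to 29.7 with the stricter sequence TTCCNGGAA. A shuffled GAS control was also above the flanks in the 4 IFNγ lists, at 1.49 to 1.86 times (adjusted Fisher's exact p = 8.75e-08 in shCon/GFP and smaller in the other lines), and a shuffled ISRE control was at 0.903 to 0.949 times. In shStat1/Wt the share went from 24.4% in the least enriched quintile of peaks to 62.3% in the most enriched quintile. ISREs, with the sequence GAAANNGAAA, were found in 8.67 to 10.8% of IFNγ peaks, 2.74 to 3.44 times the flanks (7.78 to 9.95 times with a stricter sequence). The untreated lists had GAS in 6.88 to 9.28% and ISREs in 3.38 to 4.86% of peaks. Of these, GAS in shStat1/Wt (1.40 times the flanks, adjusted Fisher's exact p = 0.023) and ISRE in shStat1/DBDmut (1.66 times, adjusted Fisher's exact p = 0.036) passed the test, and GAS in shCon/GFP passed before adjustment only (1.43 times, Fisher's exact p = 0.0457 and adjusted 0.095). All of these untreated calls were lost under some other setting: GC-matched random sequence put GAS at 0.887 times in shCon/GFP and 1.05 in shStat1/Wt, whereas ISRE in shStat1/DBDmut kept ratios of 1.59 to 1.69 where its call was lost.

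**Figure D1:**
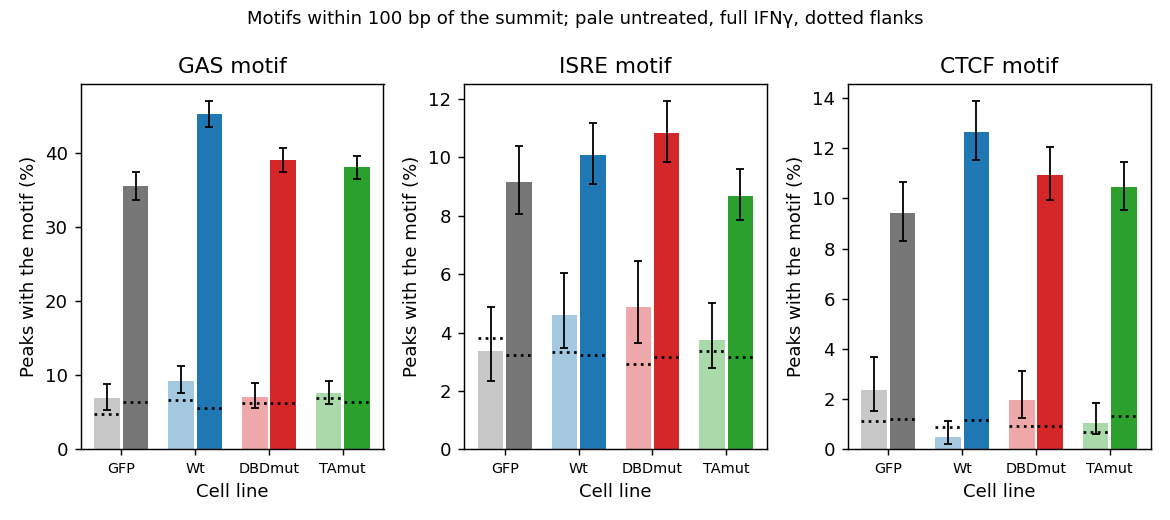
Percent of STAT1 peaks with a GAS, ISRE or CTCF motif within 100 bp of the summit, by cell line, in untreated (pale bars) and IFNγ-treated cells (full bars). Error bars are Wilson 95% intervals over peaks and dotted lines give the share in flanking windows; GAS was in 6.88 to 9.28% of untreated peaks and 35.5 to 45.3% of IFNγ peaks.

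IFNγ peaks were concentrated at promoters. Peak centres within 1 kb of an annotated transcription start made up 17.2% (15.7 to 18.8) of IFNγ peaks in shCon/GFP, 19.6% (18.3 to 21.0) in shStat1/Wt, 18.3% (17.1 to 19.7) in shStat1/DBDmut and 18.7% (17.5 to 19.9) in shStat1/TAmut, or 3.95 to 4.46 times random placements (two-sided permutation p = 0.002, the smallest possible). In untreated cells the shares were 15.5, 8.13, 12.7 and 5.69%, or 3.59, 1.94, 2.98 and 1.35 times random (two-sided permutation p = 0.002 in the first 3 and 0.028 in shStat1/TAmut). With a 5 kb window the IFNγ ratios were 2.02 to 2.28 and the untreated shStat1/Wt ratio was 1.11 and no longer passed, whereas at a q-value of at most 0.01 the latter was 3.10 (two-sided permutation p = 0.002). Intergenic sequence held fewer peaks than random placements in all 8 lists, at 32.7 to 43.9% of peaks.

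The IFNγ-induced GTPases, which disrupt pathogen vacuoles, were among the most completely bound gene groups. Of their 17 members, 12 had a STAT1 peak within 20 kb of a transcription start in shCon/GFP and 14 in each of the other 3 lines after IFNγ, against a mean of 1.38 to 2.27 in random gene lists of equal gene density. Irgm1 (27.5-fold in shStat1/Wt, ISRE TTTCGGTTTC at chromosome 11, 48871435 to 48871444), Gbp7 (23-fold) and the neighbours Igtp and Irgm2 were among the strongest. The peak at the Irgm2 promoter, chromosome 11, 58214636 to 58215354, had 26.7-fold enrichment, with the GAS sequence TTCCAGGAA and the ISRE GAAACTGAAA 12 bp or less from the summit. Gbp4 and Gbp9 had peaks in the 3 shStat1 lines only, and Gbp2b, Gbp10 and Gvin1 in none.

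Negative regulators and the STAT and IRF factors were also bound at most of their members. Of 12 negative regulators, 9, 9, 10 and 9 had a peak in shCon/GFP, shStat1/Wt, shStat1/DBDmut and shStat1/TAmut, among them Socs1 (20.0-fold in shStat1/Wt, 10731 bp downstream of its start, in intergenic sequence with the GAS TTCTAAGAA), Ptpn1, a phosphatase of JAK kinases (12.7-fold), and Il18bp, which neutralizes IL-18 (16.7-fold). Of the 17 genes of the STAT and IRF list, which also holds Batf2, a bZIP partner of IRF1 bound in all 4 lines, 10, 11, 11 and 15 had a peak. Next to Stat1 and Irf1 these were led by Irf8, which directs macrophage differentiation (27.9-fold), and Stat3, which carries IL-6 and IL-10 signals (22.4-fold, with neither a GAS nor an ISRE near the summit).

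Antiviral and antigen presentation genes were bound in part. Peaks were found at 18, 20, 20 and 21 of 31 antiviral genes, including Rnf213 (24.4-fold in shStat1/Wt), Ifi47, an IFNγ-induced GTPase (15.7-fold), Samhd1, which depletes nucleotides (11.2-fold), and Bst2, which tethers budding virus (9.90-fold). Ifit1, Mx1, Ifih1 and Zbp1 had no peak in any IFNγ list. Of 23 antigen presentation genes, 10, 13, 12 and 12 had a peak. These included Nlrc5, the activator of class I genes (12.6-fold), Psmb8, an immunoproteasome subunit (14.3-fold at the shared Psmb9 promoter), H2-T23, a class I gene (17.9-fold), and Psme2, a proteasome activator subunit whose nearest peak lay 13007 bp away at Irf9. The class II genes H2-Aa, H2-Ab1, H2-Eb1 and Cd74 had none, whereas Ciita, their activator, had a peak in all 4 IFNγ lists.

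Among chemokine and cytokine genes, 8, 8, 10 and 10 of 20 had a peak after IFNγ. Ccl12 and Ccl8 shared a 17.3-fold peak, and Cxcl9 and Cxcl10, which recruit T cells, an 11.4-fold peak with the ISRE GAAATCGAAA. Il6, Il1b, Ccl3 and Ccl4 had no IFNγ peak. Of 24 microbicidal and phagocytic genes, 9, 9, 12 and 11 were bound, with Casp1 and Casp4, the inflammatory caspases, sharing a 16.0-fold intronic peak, and with Fcgr1 and Fcgr4, which encode IgG receptors, at 12.2- and 10.9-fold. Of 22 STAT3 and IL-10 response genes, 10, 13, 10 and 13 were bound, led by Bcl3, a nuclear IκB protein (24.7-fold), Arid5a, an RNA-binding stabilizer of Il6 mRNA (21.7-fold), Socs3 and Zfp36, which destabilizes cytokine mRNAs (16.0-fold).

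Glycolysis genes had weaker peaks, at 5, 6, 7 and 10 of 18 members. Pfkp, a phosphofructokinase (9.53-fold in shStat1/Wt), Eno1, an enolase (7.22-fold), Pgam1 (5.58-fold) and Pfkl (4.04-fold) had the highest-scoring peaks in shStat1/Wt, and Pkm, a pyruvate kinase, had a 4.24-fold peak. Macrophage identity genes were bound at 2, 7, 5 and 7 of 16, with peaks of 5.19-fold at Ctsb, 4.93-fold at Tyrobp, 3.89-fold at Lgals3 and 4.12-fold at Cd14, and none at Spi1 or Csf1r. In each IFNγ list the 10 groups exceeded the 97.5th percentile of 10000 random lists, except macrophage identity genes in shCon/GFP, at percentile 70.6. Of the control groups, 1 to 2 of 20 neuronal genes and 0 to 1 of 20 hepatocyte genes had a peak, but 8, 11, 14 and 12 of 48 ribosomal protein genes did, at percentiles 95.3, 96.9, 99.9 and 95.5. So 1 control group passed in shStat1/DBDmut, and the percentiles of the weakly bound groups, from 97.6 upward, are to be read against it. Over the 199 listed genes outside the control groups, 87 had a peak in all 4 IFNγ lists and 62 in none.

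**Figure D2:**
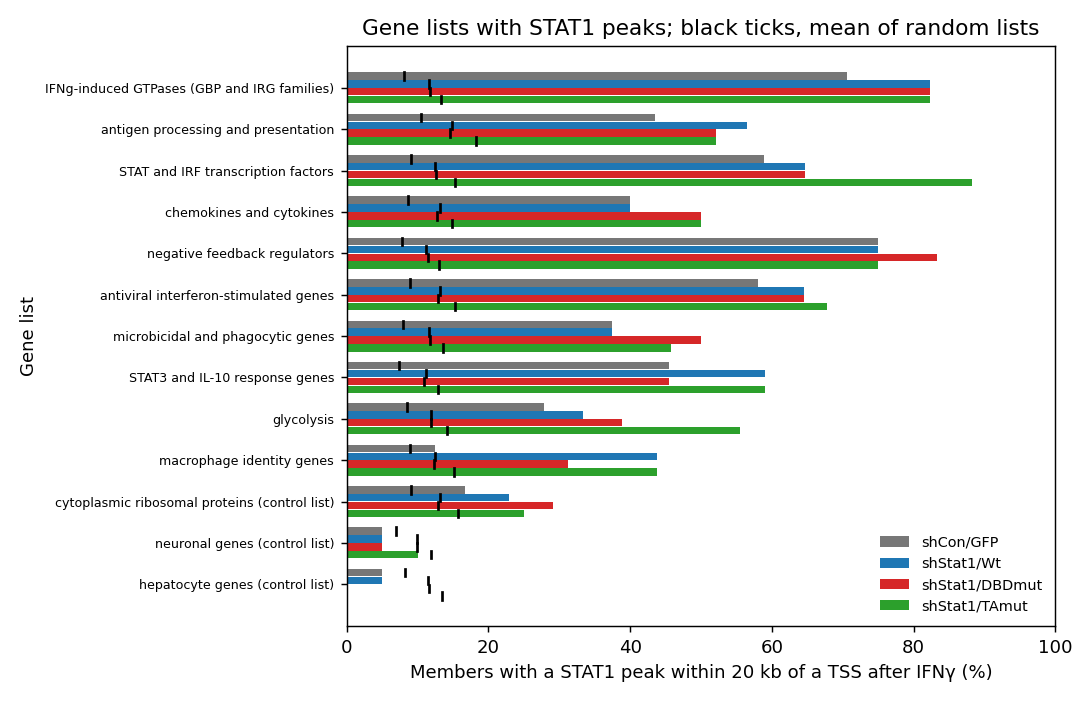
Percent of the members of each fixed gene list with a STAT1 peak centre within 20 kb of a transcription start after IFNγ, in the 4 cell lines. Black ticks give the mean of 10000 random lists matched on gene density; the IFNγ-induced GTPases reached 82.4% in the 3 shStat1 lines, and the ribosomal control list reached 29.2% in shStat1/DBDmut.

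The comparison of shCon/GFP with shStat1/Wt asks how far induced wild-type STAT1α binds like the endogenous protein. Most of the interferon genes named above were bound in both, and shStat1/Wt had further peaks at Gbp4 and Gbp9, at Isg15, an antiviral ubiquitin-like protein, at Ifit2 and Rsad2, which are antiviral effectors, and at H2-K1, a class I heavy chain. In all, 88 listed genes had a peak in both lists, 21 in shStat1/Wt only and 4 in shCon/GFP only, namely Dhx58, Il18, Myc and Slc2a1. Pooled over the lists, a test added after the data were seen, the excess passed (exact McNemar p = 9.1e-04), and it did not pass with a 5 kb gene window or among peaks above the median enrichment of each list. No single gene group passed (lowest adjusted exact McNemar p = 0.812, for the 5 macrophage identity genes Cebpa, Mafb, Cd14, Tyrobp and Lgals3, each bound in shStat1/Wt only).

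Of the 2360 shCon/GFP peaks, 1257 were also in shStat1/Wt (53.3%, 51.3 to 55.3), and 40.1% (38.4 to 41.9) of shStat1/Wt peaks were in shCon/GFP (one-sided permutation p = 0.001, the smallest possible). The peaks in common had a median enrichment of 4.66-fold in shCon/GFP, against 2.86-fold for its 1103 exclusive peaks. GAS was found in 55.5% (52.8 to 58.3) of the peaks in common, in 37.7% (35.6 to 39.9) of the 1872 peaks exclusive to shStat1/Wt and in 12.7% (10.9 to 14.8) of those exclusive to shCon/GFP, a comparison added later (adjusted Fisher's exact p = 4.14e-51 for the exclusive sets). ISREs were likewise more frequent in the shStat1/Wt set, at 7.43% against 4.26% (adjusted Fisher's exact p = 9.12e-04), but so was the shuffled GAS control, at 17.3 against 10.2% (adjusted Fisher's exact p = 1.69e-07).

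The highest-scoring exclusive peaks lay outside the fixed gene groups. In shCon/GFP they were nearest to Parp16, an ADP-ribosyltransferase of the endoplasmic reticulum (8.07-fold), Tex14, a germ cell gene (7.90-fold), Psap, the saposin precursor (6.75-fold), Axin2, a Wnt inhibitor (3.50-fold, 88709 bp away), and Filip1l (2.75-fold). The Parp16 peak, at chromosome 9, 65196310 to 65196879, overlapped a region beside the snRNA gene Gm25313 with peaks in all 4 untreated lists. In shStat1/Wt the exclusive peak with the highest score that exceeded 5-fold was at the promoter of Farsa, a subunit of phenylalanyl-tRNA synthetase (9.43-fold, chromosome 8, 84856782 to 84857630, with a GAS). The others, near Gm10800, Gm10801, Gm10718 and Rpusd4, combined enrichments of 1.28- to 2.14-fold with −log10 p of 55.7 to 1932. Exclusive refers to the peak and not to the gene, which can have another peak within 20 kb in the other list. Tex14 and Parp16 had one in shStat1/Wt (6.43- and 3.09-fold), and Gm10718 in shCon/GFP (3.90-fold).

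**Figure D3:**
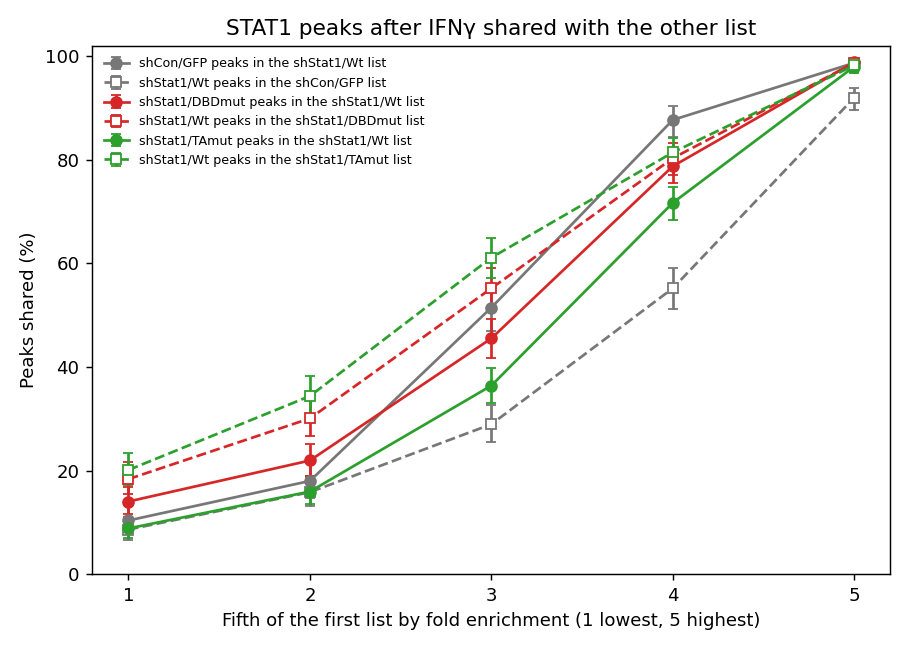
Percent of IFNγ peaks that overlapped a peak of the other list, by quintile of the first list ranked by fold enrichment (1 lowest, 5 highest), for shStat1/Wt against each other line, with Wilson 95% intervals over peaks. Over all 12 ordered pairs of IFNγ lists, 3.86 to 20.1% of the lowest quintile and 89.0 to 99.6% of the highest quintile were shared.

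The comparison of shStat1/Wt with shStat1/DBDmut asks whether the DNA-binding domain change moves STAT1 to other sites. Most interferon genes were bound in both: all 14 GTPase genes, 20 antiviral genes and 11 genes of the STAT and IRF list, Batf2 among them, with a peak in shStat1/Wt had one in shStat1/DBDmut. Peaks in shStat1/Wt only were found at the class I genes H2-K1 (5.26-fold, promoter, with a GAS) and H2-D1 (4.95-fold), at Cd14, the co-receptor for lipopolysaccharide (4.12-fold), at Pim1, a STAT-responsive kinase (3.75-fold), at the cytokine receptor genes Il10ra (3.53-fold) and Il6st (2.68-fold), at Tpi1, a glycolytic enzyme (3.56-fold), at the chemokine gene Ccl5 (3.24-fold) and at Cebpa and Mafb, myeloid transcription factors (2.80- and 2.73-fold). Peaks in shStat1/DBDmut only were found at Hk2, a hexokinase (6.32-fold, chromosome 6, 82753137 to 82753788, intron, with a GAS), at the cytokine genes Il18 (3.91-fold), Il15 (3.38-fold) and Il27 (3.24-fold), at Ptpn2, a phosphatase of STAT1 (3.82-fold), at Gapdh (3.80-fold), at the scavenger receptor genes Msr1 (3.43-fold) and Cd68 (3.01-fold), at Lcn2, a siderophore-binding protein (3.35-fold), and at Tapbp, the class I chaperone tapasin (2.98-fold). Together with Aim2, a cytosolic DNA sensor, that made 11 genes gained against 10 lost and 99 bound in both (exact McNemar p = 1.0 over the pooled lists, the same later test), and no gene group passed.

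Genome-wide, 1768 of the 3127 shStat1/Wt peaks (56.5%, 54.8 to 58.3) overlapped a shStat1/DBDmut peak, and 51.8% (50.1 to 53.5) of the 3416 shStat1/DBDmut peaks overlapped a shStat1/Wt peak (one-sided permutation p = 0.001, the smallest possible). By comparison, shCon/GFP and shStat1/Wt, the pair without a mutation, shared 53.3 and 40.1%. With every list set to its 2360 top-scoring peaks, shStat1/Wt and shStat1/DBDmut shared 68.3 to 68.4%, and shCon/GFP and shStat1/Wt 51.1 to 51.2%. The latter pair is not on equal terms there, since 2360 is the whole shCon/GFP list and the other lists lost their lowest-scoring peaks. Among above-median peaks, where the lists differ in length, the ranges overlapped, at 67.2 to 73.3% and 56.8 to 75.4%. Exclusive peaks were weak on either side, at a median of 3.54-fold for the 1359 in shStat1/Wt and 3.20-fold for the 1646 in shStat1/DBDmut, and peaks of at least 5-fold made up 8.54 and 2.73% of them. Peaks in common had a median of 5.75-fold in shStat1/Wt. Of the shStat1/DBDmut peaks absent from shStat1/Wt, 15.4% (13.7 to 17.2) were in shStat1/TAmut and 5.65% (4.63 to 6.87) in shCon/GFP.

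The exclusive sets differed in their motifs. GAS was found in 31.5% (29.1 to 34.0) of the shStat1/Wt-only peaks and 21.9% (19.9 to 23.9) of the shStat1/DBDmut-only peaks, against 55.8% (53.5 to 58.1) of those in common (adjusted Fisher's exact p = 3.67e-08 between the exclusive sets). ISREs went the other way, at 5.74% (4.62 to 7.11) against 8.63% (7.37 to 10.1) (adjusted Fisher's exact p = 0.004), with 13.4% in the peaks in common. The motif of CTCF, the insulator protein, was found in 10.8 against 7.11% and that of PU.1, the macrophage lineage factor, in 4.42 against 2.31% (adjusted Fisher's exact p = 0.001 and 0.003), both lower in the shStat1/DBDmut-only set. So was the STAT5-type element TTCTNAGAA, at 4.42 against 2.13% (adjusted Fisher's exact p = 0.001). The same held for TTCCNGGAA, the stricter GAS and a consensus of STAT1 and STAT3, at 10.7 against 6.99% (adjusted Fisher's exact p = 0.001). A shuffled GAS control also differed, at 16.0 against 11.9% (adjusted Fisher's exact p = 0.003). Exclusive peaks of the unmutated pair, shCon/GFP and shStat1/Wt, differed by more in GAS, TTCCNGGAA, CTCF, PU.1 and STAT5-type shares. In that later comparison, shCon/GFP-only and shStat1/Wt-only shares were 12.7 and 37.7% for GAS and 4.53 and 12.3% for CTCF. They were 2.1 and 4.4% for PU.1, 1.45 and 4.27% for STAT5-type elements and 2.72 and 12.9% for TTCCNGGAA. That pair is no measure of list variation alone. Its lines differ in hairpin and in endogenous against induced STAT1, and its exclusive peaks had medians of 2.86- and 3.75-fold. Without replicate lists, a mutation effect on these shares cannot be told from a difference between lists. GAS also rose with enrichment, from 16.4 to 62.4% over the quintiles of shStat1/DBDmut peaks. The shStat1/DBDmut-only peaks had the lower median enrichment, which alone would predict fewer GAS in that set. The GAS difference between the shStat1/Wt-only and shStat1/DBDmut-only sets was −3.68 points with the stricter sequence. Among above-median peaks it was −0.197 points and no longer passed. Exclusive there meant absent from the above-median peaks of the other list, so those sets also hold peaks with a weaker counterpart. They are not the exclusive sets above. The ISRE difference no longer passed in 100 or 500 bp windows or with a stricter sequence. It was 6.80 points between the redrawn sets of above-median peaks (adjusted Fisher's exact p = 0.0042).

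Among single peaks, the highest-scoring in shStat1/Wt without a shStat1/DBDmut counterpart were near Gm10801 (1.31-fold), Gm10719 (4.35-fold), Gpr141, an orphan receptor gene (11.4-fold, chromosome 13, 19843293 to 19843826, with an ISRE), Hivep3, a zinc finger factor gene (10.3-fold, intron), and the olfactory receptor gene Olfr279 (9.32-fold, with a GAS). In shStat1/DBDmut they were near Rpl24, a ribosomal protein gene (7.92-fold, chromosome 16, 55964572 to 55965120), Gm44596 (7.76-fold), Gng12, a G protein subunit (7.53-fold), Lpcat2, a phospholipid acyltransferase (6.76-fold), and Exosc4, an RNA exosome subunit (6.31-fold, promoter). Each of these 5 peaks had a GAS, and those near Gng12 and Exosc4 an ISRE as well. Some of the genes had another peak within 20 kb in the other list and were not lost or gained as genes. Rpl24 had one in shStat1/Wt (5.29-fold), and Olfr279, Gm10719 and Gm10801 had one in shStat1/DBDmut (6.47-, 2.87- and 1.61-fold).

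The comparison of shStat1/Wt with shStat1/TAmut asks the same of the transactivation domain change. Again most interferon genes bound in shStat1/Wt were bound in both, with all 14 GTPase genes, all 9 negative regulators and 19 of 20 antiviral genes in common. Peaks found in shStat1/Wt only were at Rsad2, the antiviral enzyme viperin (5.82-fold), H2-K1 (5.26-fold), H2-DMa, a class II loading factor (3.47-fold), Il1rn, the IL-1 receptor antagonist (3.36-fold), Ccl5 (3.24-fold) and Cebpa (2.80-fold). Peaks in shStat1/TAmut only, the 10 highest-scoring of 18 genes, were at Ncf4 and Ncf2, subunits of the phagocyte oxidase (4.66- and 3.45-fold), Tlr4, the lipopolysaccharide receptor (3.44-fold), Irf3, a factor of the type I interferon response (3.73-fold), Il18 (3.43-fold), Il15 (3.53-fold), Xaf1, a proapoptotic interferon-stimulated gene (3.76-fold, promoter), Gapdh (3.57-fold), Tapbp (3.53-fold) and Hk3, a hexokinase (3.07-fold). Stat5a, Stat5b and Irf6 were also among the 18, as were the glycolysis genes Hk1 and Pfkfb3. The 4 STAT and IRF genes and 4 glycolysis genes gained did not pass for their groups (adjusted exact McNemar p = 0.812 each). Pooled over the lists, in the later test, 103 genes were bound in both, 6 in shStat1/Wt only and 18 in shStat1/TAmut only (exact McNemar p = 0.0227). That call was lost with a 100 kb window, with nearest-gene assignment and among above-median peaks, and the shStat1/TAmut list is the longest.

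Of the shStat1/Wt peaks, 59.1% (57.3 to 60.8) were in shStat1/TAmut, and 46.2% (44.7 to 47.7) of the 4012 shStat1/TAmut peaks were in shStat1/Wt (one-sided permutation p = 0.001, the smallest possible). With 2360 peaks from each list the shares were 69.3 and 69.5%. The 1280 peaks found in shStat1/Wt only had a median enrichment of 3.50-fold and the 2159 found in shStat1/TAmut only 3.19-fold. GAS was in 30.1% (27.6 to 32.7) of the former and 23.5% (21.7 to 25.3) of the latter (adjusted Fisher's exact p = 1.57e-04). The difference was −3.21 points with the stricter sequence and did not pass between exclusive sets redrawn among above-median peaks. ISREs were in 6.33 and 5.47% (adjusted Fisher's exact p = 0.389), CTCF motifs in 11.4 and 7.13% (adjusted Fisher's exact p = 1.57e-04), and STAT5-type elements in 4.14 and 2.46% (adjusted Fisher's exact p = 0.023). The unmutated pair again differed by more in GAS, CTCF and STAT5-type shares. Without replicate lists, these differences cannot be tied to the mutation either.

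The highest-scoring shStat1/Wt peaks absent from shStat1/TAmut were near Gm10718 (2.14-fold), Marcks, an actin-binding kinase substrate (8.50-fold, 199449 bp from its start), Acer3, a ceramidase (7.45-fold, intron), Fgd2, an activator of the GTPase Cdc42 (7.20-fold), and Macrod2, an ADP-ribose-binding protein (6.93-fold, intron with a GAS). Those exclusive to shStat1/TAmut were nearest to Slfn14, an RNA endonuclease (7.72-fold), Parp16 (7.38-fold), Nlrp1b, an inflammasome sensor (7.37-fold, 54572 bp away), 4930562C15Rik (7.32-fold, with a GAS and an ISRE) and Filip1l (3.30-fold). The Slfn14 and Parp16 peaks overlapped regions with peaks in all 4 untreated lists, beside the snRNA genes Gm23444 and Gm25313. Here too some genes had another peak within 20 kb in the other list. In shStat1/TAmut these were Gm10718, Acer3, Fgd2 and Macrod2 (4.1-, 3.7-, 6.1- and 3.2-fold), and in shStat1/Wt Parp16 (3.09-fold).

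The lists of both mutants held the 14 GTPase genes and 9 negative regulators bound in shStat1/Wt, and some genes without a shStat1/Wt peak were common to both. No test compared gene groups between the mutants, where the STAT and IRF list, Batf2 included, had 11 and 15 of 17 genes bound. Il15, Il18, Gapdh and Tapbp had a peak in both mutant lists and none in shStat1/Wt, although the Il18 peak of shStat1/TAmut lay elsewhere, 15814 bp downstream of the start, the Gapdh peaks also lay apart, and shCon/GFP had an Il18 peak too. H2-K1 and Ccl5 had a peak in shStat1/Wt alone among the 8 lists. Hk2 had one in shStat1/DBDmut alone. Of the shStat1/DBDmut peaks, 51.7% (50.1 to 53.4) overlapped a shStat1/TAmut peak, and 44.1% (42.6 to 45.7) the reverse. These became 67.3 and 67.5% with 2360 peaks from each list. Merged over the 4 IFNγ lists, the peaks formed 7639 regions, of which 1076 (14.1%) were in all 4 lists with a median enrichment of 6.44-fold, and 5182 (67.8%) in 1 list only with 3.10-fold. GAS was found in 50.2% (47.2 to 53.2) of the regions in all 4 lists and 17.8% (16.7 to 18.8) of those in 1 list.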

Values the study reported

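Between the control line with endogenous STAT1α and the line with ectopic wild-type STAT1α, the study reported a high correlation of ChIP-seq localization. The shares of peaks in common given above are another measure and do not test it. For the DNA-binding domain mutant it reported 227 gained STAT1α peaks against the wild-type protein. For the transactivation domain mutant it based its comparison on 492 maintained peaks. The paper saw no discernible effect of that mutation on STAT1α recruitment to enhancers, but lower H3K27ac there. The gained and maintained classes were defined from read densities with cutoffs on the median absolute deviation, so they are not the exclusive sets used here. At the gained sites the paper found enriched motifs of STAT3, IRF and STAT5 but not of STAT1. It also reported that the mutant bound a STAT3 consensus oligonucleotide more strongly than the wild-type protein. The motif shares above, from other sets and fixed sequences, do not test those results.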

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

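The test in this part was chosen only after the result was seen. The change of the promoter share with IFNγ differed between the cell lines. The share of peaks within 1 kb of a transcription start went from 15.5 to 17.2% in shCon/GFP (1.11 times), from 8.13 to 19.6% in shStat1/Wt (2.41 times), from 12.7 to 18.3% in shStat1/DBDmut (1.44 times) and from 5.69 to 18.7% in shStat1/TAmut (3.28 times). The highest and the lowest log2 ratio were 1.56 apart, and the highest of 10000 permutations of peaks between lines within each treatment gave 0.938 (permutation p = 0.0001, the smallest possible). Peaks and not replicates were permuted, so this compares lists. The spread lay in the untreated lists. If the numbers in the peak names are ranks, which the sources used here do not state, then among the first 100 candidates of the untreated lists promoters made up 62.9, 51.8, 54.7 and 37.3% of the kept peaks. Among untreated peaks with a q-value above 0.01 they made up 8.61, 4.13, 6.54 and 3.85%.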

How the results depend on the processing

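The tests with a q-value of at most 0.01 and the pooled gene counts were chosen only after the results were seen. No paired analysis was possible because each file is 1 list made from both replicates, and for the same reason no replicate was left out in turn. Of the values that answer a comparison, 233 stayed on their side of the threshold or, without a test, near their value under the alternatives, 23 no longer passed, 2 passed only there, 4 without a test moved and 1 that had passed before adjustment changed direction. Motif ratios to background are judged here by the p before adjustment. The 233 include values that passed neither as planned nor under the alternative and changed direction, such as ISRE in untreated shStat1/Wt peaks at 0.873 times GC-matched sequence, ISRE in shStat1/TAmut-only minus shStat1/Wt-only peaks at 0.685 points among above-median peaks, and list members in shStat1/DBDmut only minus shStat1/Wt only at −2 by nearest gene. Of the counts per gene list, 190 stayed within 1.5 times and 70 moved, most with 5 or 100 kb gene windows. No list has a peak on Y, and keeping above-median peaks takes a similar, though not equal, part of every list. The latter gave peak ratios of 2.95 to 3.58. Neither setting is thus a real test of the peak ratios, although both are counted among the 233. Sharing was rerun for shStat1/Wt with each other line and for the mutants with each other, and passed under each alternative, at 38.3 to 77.3%.

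The peak ratio of IFNγ to untreated lists was 4.70, 6.58, 6.63 and 7.62 in shCon/GFP, shStat1/Wt, shStat1/DBDmut and shStat1/TAmut at a q-value of at most 0.01. The share of untreated peaks kept was 7.58 to 12.6% there. GAS in untreated shCon/GFP peaks stood at 1.33 times background in 100 bp, 1.12 in 500 bp, 2.50 with the stricter sequence, 1.27 among above-median peaks, 1.35 at the stricter q-value, and 0.887 against GC-matched sequence, which reversed it. In untreated shStat1/Wt peaks GAS stood at 1.05 in 100 bp, 2.00 with the stricter sequence and 1.05 against GC-matched sequence, and ISRE at 1.63 among above-median peaks, where it passed. In untreated shStat1/DBDmut peaks the stricter GAS passed at 3.00 (adjusted Fisher's exact p = 0.101), and ISRE no longer passed at 1.69 (stricter), 1.63 (GC-matched), 1.59 (above-median peaks) and 1.67 (q-value). GAS in shStat1/DBDmut-only minus shStat1/Wt-only peaks was −0.197 points among above-median peaks, and ISRE 1.58 points in 100 bp, 2.02 in 500 bp and 1.40 with the stricter sequence, where it did not pass, and 6.80 among above-median peaks, where it did. The shStat1/TAmut-only minus shStat1/Wt-only GAS difference was −4.24 points among above-median peaks. Keeping above-median peaks leaves fewer of them. Exclusive sets were then redrawn, so an exclusive peak could have a weaker counterpart in the other list. Promoters in untreated shStat1/Wt peaks were at 1.11 times random with a 5 kb window and 3.10 at the stricter q-value. Pooled list members bound in shStat1/TAmut only exceeded those in shStat1/Wt only by 8 with a 100 kb window, 9 by nearest gene and 3 among above-median peaks, and shStat1/Wt only exceeded shCon/GFP only by 8 with a 5 kb window and 6 among above-median peaks. Apart from the smaller number of above-median peaks and the redrawn sets, the cause was not tested.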

Other observations

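Among the tests in this part, that of sharing by enrichment and that of the ISRE difference between the unmutated lists were chosen only after the results were seen. For GAS beside CTCF motifs, the value that decides was chosen after a first run. The regions, motif and chromosome counts of the next 2 paragraphs were also added after the data were seen and carry no test of conditions.

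A small set of STAT1 peaks was present in every state. In shCon/GFP, 27 untreated peaks overlapped a peak in each other untreated list, and 21 of them were in all 4 IFNγ lists as well. Small nuclear RNA genes were nearest to 14 of the 27 and small nucleolar RNA genes to 4, among them Rnu1a1, Rnu2-10 and Rnu3a, which encode parts of the splicing and ribosomal RNA processing machinery. Rnu1a1 had 5.63- to 9.29-fold untreated and 4.14- to 6.19-fold IFNγ peaks. The set also held peaks of low fold, at an rRNA gene (1.39- to 1.97-fold untreated, 1.84- to 2.18-fold after IFNγ) and near Gm10800 (1.32- to 1.58-fold and 1.61- to 2.16-fold). Whether the peaks at these RNA genes and low-fold regions reflect STAT1 binding was not tested. The promoter of Kmt2a, a histone H3 methyltransferase gene, had 14.6- to 32.1-fold untreated and 25.2- to 36.9-fold IFNγ peaks. Interferon-stimulated genes in the set had higher values after IFNγ: Rtp4 had 4.52- to 8.56-fold untreated and 16.0- to 29.6-fold IFNγ peaks, Irf9 3.68- to 7.53-fold and 18.9- to 27.0-fold, and Ifi27 4.46- to 15.1-fold and 10.9- to 22.4-fold. The untreated and IFNγ values of Ifi27 were close in shStat1/DBDmut (11.3- and 11.5-fold) and in shCon/GFP (9.29- and 10.9-fold).

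Strong regions in all 4 IFNγ lists extended beyond the fixed gene groups. An intronic region nearest Nod1, a sensor of bacterial peptidoglycan, had a mean enrichment of 25.6-fold, and promoter regions of Csf1, the macrophage growth factor, and Icam1, an adhesion molecule, had 18.9- and 18.2-fold. AP-1 motifs were found in 8.52 to 11.5% of IFNγ peaks, 2.23 to 3.10 times the flanks, where a shuffled GAS control reached 1.49 to 1.86 times. The most frequent GAS sequence was TTCCCAGAA in the 4 IFNγ lists, making up 30.5 to 31.9% of GAS-bearing peaks and TTCCAGGAA 21.1 to 23%. The X chromosome held 6.38 to 9.0% of untreated but 1.60 to 3.18% of IFNγ peaks, against 6.49% of the reference length.

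ISREs were more frequent in shStat1/DBDmut-only than in shStat1/Wt-only peaks, by 2.89 points. The Mantel-Haenszel odds ratio over quintiles of enrichment was 1.54 (1.16 to 2.05), against 1.55 without them. It cannot decide on a difference in enrichment between the sets, since the quintiles were cut within each list and match rank only. The shStat1/DBDmut-only peaks had the lower median enrichment. ISREs rose across the quintiles, from 5.43 to 16.45% in shStat1/Wt and from 6.43 to 15.7% in shStat1/DBDmut. Weaker peaks would thus predict fewer ISREs in that set. Over promoter and other peaks the odds ratio was 1.54 (1.16 to 2.06). That value could hardly move, since promoter shares were close, at 17.3% of shStat1/Wt-only and 15.1% of shStat1/DBDmut-only peaks, so it decides little. ISREs were more frequent in the shStat1/DBDmut-only set both at promoters (8.43 against 4.26%) and elsewhere (8.66 against 6.05%). It stays open that lists may differ this much whatever the form of STAT1, because the exclusive peaks of the unmutated pair, shCon/GFP and shStat1/Wt, differed by 3.16 points. An effect of the mutation stays open as well, untested for want of replicate lists.

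CTCF motifs were found in 9.41 to 12.7% of IFNγ peaks, 7.66 to 11.5 times the flanks, and in 0.479 to 2.38% of untreated peaks. The most enriched quintile of the untreated peaks had CTCF motifs in 1.16% (0.612 to 2.19). That alone cannot decide whether the untreated lists hold too few strong peaks, because this quintile began at only 3.19- to 3.34-fold. Weak IFNγ peaks had the motif more often. It was in 4.53% (3.46 to 5.93) of peaks in shCon/GFP and not shStat1/Wt, with a median of 2.86-fold. Regions in 1 IFNγ list had it in 6.23% (5.61 to 6.92), with a median of 3.10-fold. As far as fold values of different lists compare, these shares argue against low enrichment alone. IFNγ peaks with a CTCF motif had medians of 4.01- to 4.83-fold. A candidate explanation is STAT1 binding beside CTCF sites, under which peaks with a CTCF motif would keep their GAS. The ratio of GAS shares with and without a CTCF motif was 1.17, 0.704, 1.02 and 0.905 in shCon/GFP, shStat1/Wt, shStat1/DBDmut and shStat1/TAmut, so the lowest was 0.704. The explanation stays open, although in shStat1/Wt peaks with a CTCF motif had a GAS less often than those without, at 33.1 against 47.0% (Fisher's exact p = 1.91e-07).

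Many IFNγ peaks of a list were absent from another list, with 31.9 to 59.1% shared over the pairs. Weak peaks near the calling limit may account for this, since at least 89.0% of the most enriched quintile was shared in each of the 12 ordered pairs. With 2360 peaks from each list, 51.1% of shStat1/Wt peaks were shared with shCon/GFP, against 68.3% with shStat1/DBDmut and 69.3% with shStat1/TAmut. That order cannot decide whether the STAT1 mutations were the whole cause. The 2360 peaks are the whole shCon/GFP list, while the other lists lost their lowest-scoring peaks. The shCon/GFP and shStat1/Wt lines also differ in hairpin and in endogenous against induced STAT1. Their lists show only that many peaks were absent between lists without a mutation as well. Among above-median peaks 56.8% of shStat1/Wt peaks were shared with shCon/GFP, against 73.3 and 77.3%, but of the peaks of the other lists 75.4% of shCon/GFP, 67.2% of shStat1/DBDmut and 60.1% of shStat1/TAmut peaks were in shStat1/Wt, so that order depended on the list counted. Differences in depth between libraries stay open, because the lists carry no depth.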
